A study of Homo sapiens with 35 samples. Its data were reported in "Long non-coding RNAs discriminate the stages and gene regulatory states of human humoral immune response" (2019).

How the data were processed

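RNA was sequenced from 6 populations of sorted human B lineage cells. The tonsil gave naive B cells (NB, 5 libraries), centroblasts (CB, 7), centrocytes (CC, 7), memory B cells (MEM, 8) and tonsillar plasma cells (TPC, 5), and the marrow gave bone marrow plasma cells (BMPC, 3), for a total of 35 libraries. By the labels, tonsil cells lacked CD3. Naive cells were CD20+ CD44+ and negative for CD10, CD38, CXCR4 and CD27; memory cells were gated alike except that CD27 was positive. Both germinal center populations were CD44 low, CD10+ and CD38+, with CXCR4 present on centroblasts and absent on centrocytes. Tonsillar plasma cells were CD44 high, CD10 negative, CD38 high and CD27 high, and marrow plasma cells were CD38+ CD138+. The marker label of 1 naive library repeats the centroblast gate; the library was kept in the group that its other labels give.

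By the submitters' processing notes and the methods of the study, the authors depleted ribosomal RNA, built strand-specific paired-end libraries and aligned the reads with STAR 2.4 to the human genome build hg19 (GRCh37). They assembled transcripts with Cufflinks 2.2.1, merged the assemblies with GENCODE 19 and screened the new transcripts for coding potential. The deposited table holds raw read counts per gene, made by the authors with featureCounts of the Subread package, with 1 column per library and no normalization. The strand setting of that counting step is not stated, so a count for a gene that overlaps another on the opposite strand may hold reads of both. The deposited annotation gives exon start and end coordinates on hg19 in 2490223 exon lines. Of the 174605 transcripts in it that could be matched to the reference annotation used here, a later GENCODE release on GRCh37, 81.99% had identical exons.

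Each of the 20406 Ensembl identifiers in the count table was looked up in the reference annotation, and 19521 were found. The 885 others could not be given a class or a name; they stayed in every fit and are not named. The classes were protein-coding (13673 genes), annotated lncRNA (5390), lncRNA assembled by the authors (12525, of which 9236 were intergenic, 3182 antisense and 107 other), immunoglobulin segment (190), T cell receptor segment (160) and other (108). Assembled lncRNAs carry names that start with BCSlncRNA. Genes of chromosome Y, XIST and TSIX were removed before any step, which left 32897 of 32931 genes, 7 of them with 0 counts in all libraries. Total counts per library ran from 3979311 to 20659542, with a median of 11301809.

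Differential expression was tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) on the raw counts, with TMM scaling, the filterByExpr filter and the quasi-likelihood test. All 6 groups were in one fit with group as the only term, and 23955 genes were tested. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change of at least 1.5, the thresholds that the study states. The 6 comparisons were CB against NB, CC against CB, MEM against CC, TPC against CC, BMPC against TPC, and MEM against NB. Each log2 value is the second-named group subtracted from the first-named, with the standard error (SE) of the fit, and levels are TMM-scaled CPM (counts brought to a common library total) as mean ± SD over the libraries of a group. Where every library of a group had a count of 0, the fold is a lower bound computed from 3 counts over the whole group; such intervals and floors cover counting error only. Genes with 1 to 3 counts in a group are given by level alone.

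The pipeline was tested on simulated data with the library sizes and spread of these samples. For CB against NB it recovered 75% of 100 genes changed by 2 log2 units and 91% of 100 changed by 3. It made 0 false calls in 22643 simulated genes, the changed ones included. For BMPC against TPC it recovered 68% and 77%, with 1 false call in 22678. Genes of the lowest levels were not changed in the simulation, so the recovery does not cover them.

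Before the data were examined, 28 gene lists, the tests, the alternatives and the rule for naming genes were fixed. The lists cover proliferation, the germinal center programme, light zone and CD40/NF-kB response, naive and memory B cell genes, the plasma cell programme, endoplasmic reticulum and unfolded protein response, B cell receptor signalling and identity, MHC class II, migration and adhesion, survival, interferon response, immediate early genes, chromatin regulators, RNA-binding proteins tied to circRNA formation, mitochondrially encoded mRNAs, replication-dependent histones, immunoglobulin constant regions, known lncRNAs and snoRNA host lncRNAs. They also cover markers of T, NK, myeloid, plasmacytoid dendritic, erythroid, megakaryocyte, stromal and epithelial cells. Of 404 listed genes, 24 were not found in the table. Each list was compared with all other genes by camera at a preset inter-gene correlation of 0.01, with adjusted p over 168 tests and a threshold of 0.05. The alternatives were a correlation estimated from the residuals and fry, which asks only whether the genes of a list move one way on balance.

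In each comparison and direction, the rule named the 5 coding genes and 4 lncRNAs with the largest absolute log2 fold change among called genes with a mean of at least 2 CPM in the higher group and with every library of one group above every library of the other. Immunoglobulin, T cell receptor, HLA and mitochondrial genes were not taken. The rule adds list members as examples, the genes behind the sort and the genes that the study names.

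TPM values were computed from the counts and the summed exon lengths, and a gene was called expressed at 1 TPM or more in at least 3 libraries. Tau, an index that runs from 0 for even expression to 1 for expression in a single group, was computed on group medians of log2(TPM + 1). The distance of each memory library to the other groups was the median Euclidean distance on the same scale. Called lncRNAs were paired with the nearest called coding gene within 250 kb, measured between transcription start sites, and the share of pairs moving the same way was compared with 1000 random pairings, with immunoglobulin loci left out. Single values per library were compared by exact two-sided permutation tests. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

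The alternatives were DESeq2 1.42.0, other scalings, filters and thresholds, fits of the 2 compared groups alone, other pairings, pseudocounts and units, and leaving out each library in turn. Library columns in the count table are named in more than one style. A single style is shared by all 5 tonsil groups (NB 2, CB 4, CC 4, MEM 5 and TPC 4 libraries), and refits within that style, and with style as a term, were added after the data had been seen, since a naming style can follow a batch. BMPC columns have a style of their own, so tissue and style cannot be told apart in that group. The ChIP-seq and circular RNA measurements of the study were not among the files and were left out.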

Results

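Strand-specific RNA sequencing of ribosomal-RNA-depleted libraries profiled human B cells sorted at 6 stages of the humoral response. The groups were naive B cells (NB, n = 5), centroblasts (CB, n = 7), centrocytes (CC, n = 7), memory B cells (MEM, n = 8) and tonsillar plasma cells (TPC, n = 5), with bone marrow plasma cells (BMPC, n = 3) as a second tissue. Centroblasts are the dividing cells of the germinal center dark zone, centrocytes are their light zone counterparts, and memory and plasma cells are the products of the response. Library totals ran from 3979311 to 20659542 counts. Mean totals were 9053453 in NB, 13754481 in CB, 13252898 in CC, 11710844 in MEM, 7869393 in TPC and 8177073 in BMPC. P-values of genes and of library values measure spread between these libraries, those of neighbouring pairs come from random pairings of genes, and lower bounds from counts of 0 cover counting error only.

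Genes behind the sort followed the gates in most of the groups given here, with memory cells a partial exception. The transcript of CD10, MME, was 10.6-fold higher in germinal center cells than in naive cells (log2 3.41, SE 0.36), at 38.1 ± 22.7 CPM in NB (n = 5), 640.1 ± 137 in CB (n = 7) and 254 ± 21.2 in CC (n = 7). CD44 was lower in the germinal center by a factor of 0.104 (log2 −3.27, SE 0.26). CD27, the marker of the memory gate, was at 17.3 ± 9.03 CPM in NB and 153 ± 45.1 in MEM. MEM was gated negative for CD10 and CD38, like NB. Its mean levels of MME and CD38 transcripts nevertheless lay 0.129 and 0.348 of the way from NB to CB. SDC1, which encodes CD138, was at 3.73 ± 3.99 CPM in CC, 180.2 ± 53.6 in TPC and 1277 ± 507 in BMPC. By coding genes, each of the 35 libraries was nearest to its own group, and by lncRNAs 33 were.

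Both classes of gene were widely expressed. At 1 TPM or more in at least 3 libraries, 12742 coding genes and 16297 lncRNAs were expressed, of which 4357 lncRNAs were annotated and 11940 were assembled by the authors. With 1 CPM in place of 1 TPM there were 12711 coding genes and 9668 lncRNAs, so which class is larger depends on the unit. The assembled lncRNAs were 73.06% intergenic and 26.17% antisense, and 89.7% had a single exon. Their median level was 1.25 TPM, against 2.06 for annotated lncRNAs and 19.4 for coding genes. Fewer lncRNAs were detected in plasma cells: a library of NB held 9701 ± 609, of CB 9424 ± 768, of CC 9520.1 ± 648 and of MEM 9381 ± 1124, against 5433 ± 353 in TPC and 5054 ± 477 in BMPC. Total counts were also lowest in both plasma cell groups, and immunoglobulin took a large share of them. On the first principal component of lncRNAs, plasma cells stood apart, at 59.6 ± 3.13 in TPC and 86.0 ± 1.06 in BMPC.

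**Figure D1:**
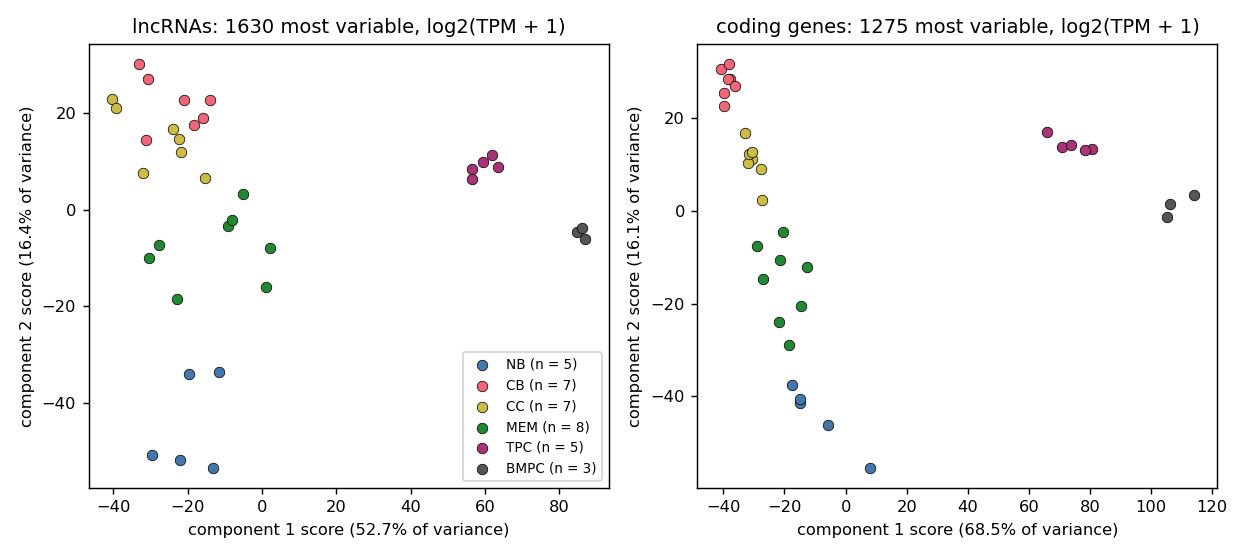
Principal components of the 1630 most variable lncRNAs and the 1275 most variable coding genes, 1 point per library on unitless component scores. The first component carried 52.7% of the variance of lncRNAs and 68.5% of that of coding genes, and TPC and BMPC lie apart from the 4 other groups on it.

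Differences between stages were counted in the same way for each comparison. Entry to the germinal center and exit to plasma cells changed the most genes, with 3185 lncRNAs and 2306 coding genes called for CB against NB and 3039 and 2583 for TPC against CC. The step from CB to CC changed 378 lncRNAs and 431 coding genes, and that from CC to MEM 601 and 671. BMPC differed from TPC in 1876 lncRNAs and 1589 coding genes, and MEM from NB in 892 and 919. Across all 15 pairs of groups, 46.1% of expressed lncRNAs (7518) and 47.5% of expressed coding genes (6050) were called at least once. The tests held 10365 lncRNAs and 12800 coding genes, so many of the 16297 expressed lncRNAs could not be called. The shares of the classes are thus not directly comparable. Within the column naming style that the tonsil groups share, the counts of lncRNAs and coding genes were 1218 and 1639 for CB against NB, 179 and 367 for CC against CB, 339 and 488 for MEM against CC, 2523 and 2521 for TPC against CC, and 41 and 134 for MEM against NB. For the gene lists below, the number of members called after p-values were adjusted over the list alone equalled the number over all tested genes, except where both are given. Of 168 tests of a list by camera, 66 passed, and 6 of those passed with an estimated correlation.

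**Figure D2:**
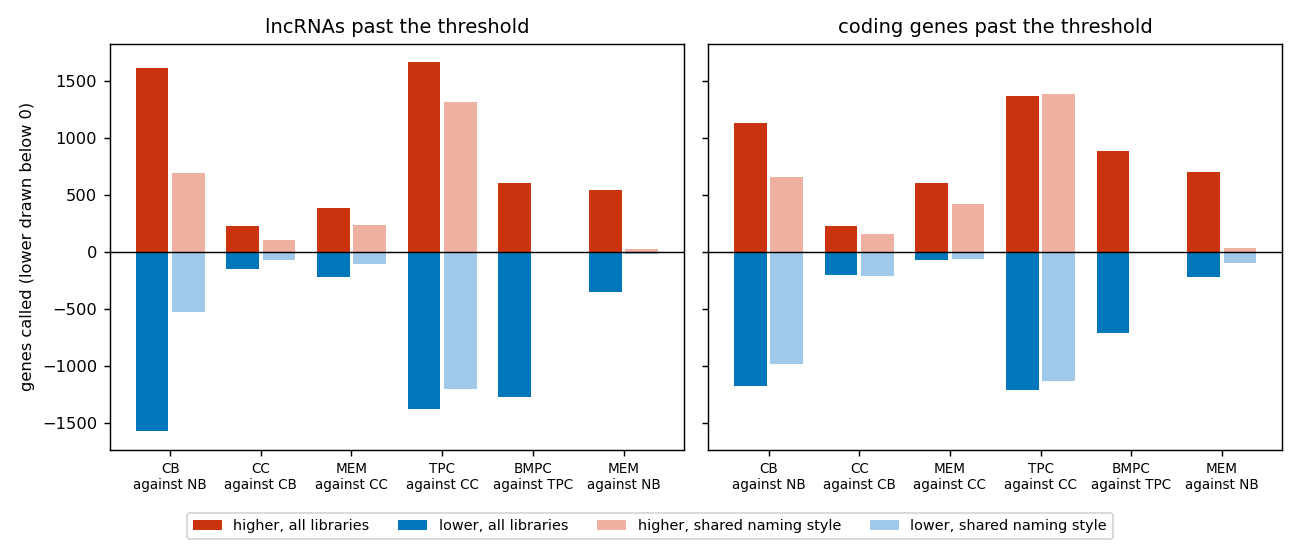
Genes past the threshold in each comparison, with lower genes drawn below 0, in all libraries and within the shared naming style, which BMPC lacks. For MEM against NB the 892 lncRNAs in all libraries became 41 within the shared style.

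The comparison of CB with NB asked what changes as naive cells enter the dark zone. Cell division genes rose together: 27 of 29 proliferation genes were higher in CB, 22 within the shared naming style. MKI67, a marker of cycling cells, went from 222 ± 116 CPM (n = 5) to 1572 ± 353 (n = 7), a log2 change of 2.82 (SE 0.39). The list had a median of 2.82 (camera adjusted p = 1.05e-19, adjusted p = 0.191 with an estimated correlation). Replication-dependent histones moved with it, with 26 of 31 higher and a median of 2.34 (camera adjusted p = 1.53e-13, adjusted p = 0.27 with an estimated correlation). The germinal center programme rose in 14 of 18 genes with a median of 2.27 (camera adjusted p = 3.63e-16, adjusted p = 0.0664 with an estimated correlation). It included BCL6, the repressor that defines these cells, at 140.4 ± 32.2 CPM in NB and 611 ± 30.5 in CB.

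Genes of resting and recirculating cells fell. Of 15 naive B cell genes, 8 were lower in CB, among them FCER2, CCR7, KLF2 and S1PR1, and BACH2 was higher. Their median was −3.42 (camera adjusted p = 0.000385, adjusted p = 0.227 with an estimated correlation). S1PR1, the receptor that guides lymphocytes out of tissue, fell from 144 ± 49.9 to 1.49 ± 0.969 CPM, and CCND2, a D-type cyclin, from 197 ± 18.9 to 1.62 ± 1.41. The survival gene BCL2 fell from 108 ± 17.2 to 5.61 ± 1.14 CPM. Migration genes had a median of −1.60, with 7 of 16 lower (camera adjusted p = 0.000371, adjusted p = 0.205 with an estimated correlation), while S1PR2 was higher (log2 2.49, SE 0.31). Interferon response genes were lower in 10 of 16, with a median of −2.02 (camera adjusted p = 1.62e-07, adjusted p = 0.191 with an estimated correlation). IFI44L was at 163 ± 161 CPM in NB and 0.668 ± 0.943 in CB. Markers of myeloid cells moved the same way as the interferon genes, with 3 of 10 lower in CB and a median of −1.81 (camera adjusted p = 0.242). In the shared-style libraries 5 of 8 were lower, or 6 adjusted over the list alone, with a median of −2.44 (camera adjusted p = 0.00191, adjusted p = 0.111 with an estimated correlation). All 10 MHC class II genes had negative values, with 1 called, CIITA (log2 −1.95, SE 0.28), and a median of −0.75 (camera adjusted p = 0.00482, adjusted p = 0.532 with an estimated correlation).

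Of the genes with the largest changes, ZNF385B rose from 0.29 ± 0.49 to 17.4 ± 6.97 CPM and ECEL1 from 0.372 ± 0.669 to 18.3 ± 8.28. The sodium channel gene SCN3A fell from 63.1 ± 25.7 to 0.235 ± 0.297 CPM and the potassium channel gene KCNG1 from 17.7 ± 10.3 to 0.0731 ± 0.113. PAX6 was at 0.0386 CPM in NB and 3.3 ± 1.48 in CB. Among lncRNAs, BCSlncRNA_067034 fell by 8.72 on the log2 scale (SE 0.63), from 21.4 ± 6.18 to 0.039 ± 0.0374 CPM. It has 1 exon at chromosome 9, 83373156 to 83393249, and lies 805349 bp from TLE1, the nearest coding gene. BCSlncRNA_059969 (chromosome 7, 41312011 to 41315124) was at least 42.6-fold higher in CB. FAM167A-AS1 (chromosome 8, 11225911 to 11296167) rose from 0.0999 ± 0.11 to 9.58 ± 5.1 CPM, and since it overlaps FAM167A on the opposite strand, its counts may hold reads of both genes. LINC00926 fell from 279 ± 84.5 to 19.5 ± 8.1 CPM, and MIR155HG, the host of miR-155, from 44.8 ± 7.55 to 9.4 ± 2.35.

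**Figure D3:**
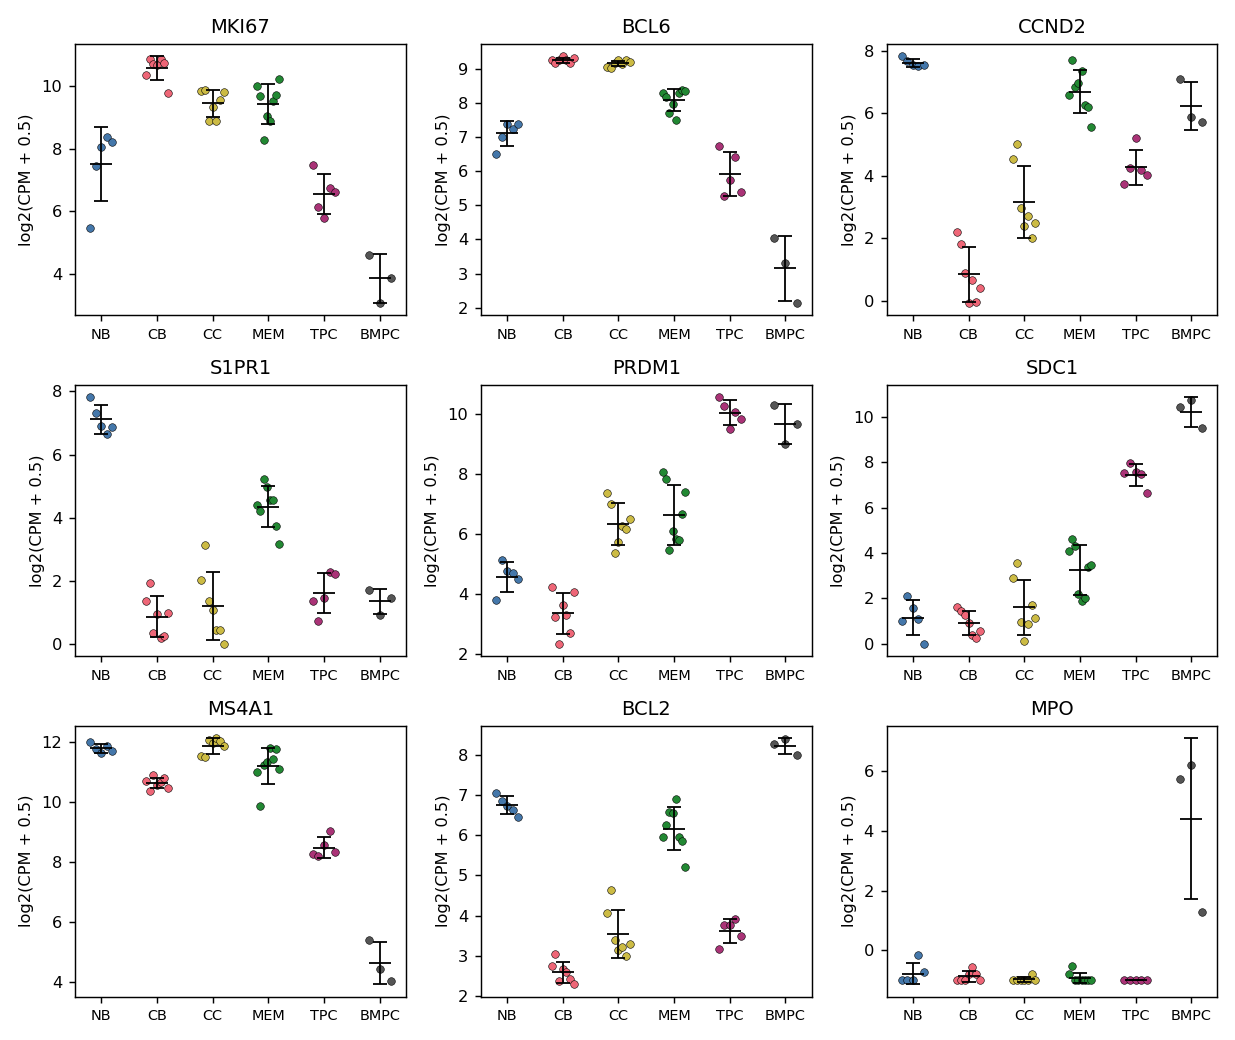
Levels of 9 genes per library, on a log2(CPM + 0.5) axis, with the mean and SD of each group. MKI67 and BCL6 are highest in CB, S1PR1 and CCND2 fall to 1.49 and 1.62 CPM in CB, and MPO stands out in BMPC at 42.7 ± 36.8 CPM.

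Centrocytes were compared with centroblasts to describe the passage from dark to light zone. Division genes receded: 10 of 29 proliferation genes were lower in CC, 13 within the shared naming style, with a median of −1.21 (camera adjusted p = 3.89e-16, adjusted p = 0.249 with an estimated correlation). TOP2A, a mitotic topoisomerase, fell from 1291 ± 395 CPM (n = 7) to 404 ± 123 (n = 7). Histones had a median of −1.30, with 2 of 31 lower (camera adjusted p = 2.05e-20, adjusted p = 0.191 with an estimated correlation). CXCR4, the receptor absent from the centrocyte gate, fell by 1.62 on the log2 scale (SE 0.25), and the transcription factor FOXP1 fell from 313 ± 29.2 to 106 ± 32.6 CPM.

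Light zone and CD40/NF-kB response genes were positive in 20 of 20, with a median of 0.84 (camera adjusted p = 2.59e-12, adjusted p = 0.0552 with an estimated correlation). CCND2, BCL2A1, EBI3 and SLAMF1 passed the threshold. EBI3, a cytokine subunit, rose from 1.59 ± 0.665 to 17.7 ± 4.71 CPM, and the anti-apoptotic gene BCL2A1 from 30.7 ± 17.6 to 114 ± 44. Plasma cell genes rose in 5 of 18 (PRDM1, IRF4, SLAMF7, FKBP11 and ELL2), with a median of 0.90 (camera adjusted p = 3.33e-05, adjusted p = 0.462 with an estimated correlation), and in 4 with a median of 0.37 within the shared style (camera adjusted p = 0.000881, adjusted p = 0.472 with an estimated correlation). PRDM1, the regulator of plasma cell fate, went from 10.8 ± 5.13 to 89 ± 43.4 CPM and IRF4 from 25.9 ± 10.8 to 153 ± 69.7. Endoplasmic reticulum genes were positive in 21 of 23, with a median of 0.80 and 1 called (camera adjusted p = 2.22e-11, adjusted p = 0.226 with an estimated correlation). All 10 MHC class II genes had positive values under the fold threshold, with a median of 0.90 (camera adjusted p = 7.38e-08, adjusted p = 0.195 with an estimated correlation). HLA-DRA was at 1662 ± 231 CPM in CB and 3187 ± 259 in CC.

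Among the largest rises of coding genes were those of MYO18B, a myosin, from 0.347 ± 0.194 to 16.1 ± 14.1 CPM, SPARCL1 (log2 4.81, SE 0.56) and the integrin gene ITGAX, from 0.564 ± 0.169 to 9.7 ± 4.95. RIMS2 fell from 21.7 ± 10.3 to 1.47 ± 0.713 CPM, and ECEL1 fell by 4.35 on the log2 scale (SE 0.65). MIR155HG rose from 9.4 ± 2.35 to 45.9 ± 8.21 CPM. BCSlncRNA_058663, at chromosome 6, 106250364 to 106255988, rose by a log2 of 2.99 (SE 0.36) and lies 185350 bp from PRDM1. AF127936.7, which overlaps NRIP1 on chromosome 21, went from 0.725 ± 0.238 to 6.09 ± 2.25 CPM. BCSlncRNA_065204 (chromosome 8, 43140781 to 43147508) fell from 3.44 ± 2.05 to 0.122 ± 0.103 CPM.

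Memory cells were set against centrocytes to follow the exit from the germinal center without plasma cell differentiation. Homing genes returned: 8 of 16 migration genes rose, among them CXCR3, CCR6, CCR7 and S1PR1, 15 were positive and the median was 1.68. This list passed camera both at the preset correlation (adjusted p = 1.02e-13) and with an estimated one (adjusted p = 0.0226). CCR7, which draws cells to T cell zones, went from 3.75 ± 2.73 CPM (n = 7) to 45 ± 22.1 (n = 8), and S1PR1 from 2.54 ± 2.71 to 21.7 ± 9.16. BCL2 rose from 12.1 ± 6.08 to 74.9 ± 26 CPM, and TNFRSF13B, which encodes the receptor TACI, from 2.23 ± 1.64 to 41.5 ± 19.

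Among memory B cell genes, 4 of 13 rose (TNFRSF13B, FCRL4, GPR183 and BANK1), with a median of 0.74 (camera adjusted p = 4.57e-05, adjusted p = 0.191 with an estimated correlation). Naive B cell genes rose in 7 of 15, with a median of 1.22 (camera adjusted p = 0.00528, adjusted p = 0.343 with an estimated correlation). Interferon response genes rose in 8 of 16, with a median of 1.34 (camera adjusted p = 7.97e-10, adjusted p = 0.0816 with an estimated correlation); IFI44L was at 1.64 ± 2.58 CPM in CC and 24.7 ± 17.3 in MEM. Immediate early genes rose in 4 of 17, or 6 adjusted over the list alone, with a median of 1.24 (camera adjusted p = 0.000111, adjusted p = 0.495 with an estimated correlation). In the shared-style libraries edgeR called 0 of these 17, with 10 higher at an unadjusted p under 0.05, but all 17 were positive and the median was 1.17 (camera adjusted p = 0.00178, adjusted p = 0.511 with an estimated correlation). The germinal center list had a median of −0.73, with 2 of 18 lower (camera adjusted p = 2.53e-09, adjusted p = 0.195 with an estimated correlation), and BCL6 was at 569.7 ± 33.6 CPM in CC and 276 ± 57.5 in MEM. Proliferation genes did not pass as a list (median 0.13, camera adjusted p = 0.508), and MKI67 was at 730.2 ± 205 CPM in CC and 747 ± 299 in MEM. T cell markers stood beside these changes, with 8 of 12 higher in MEM (11 adjusted over the list alone) and a median of 4.01 (camera adjusted p = 0.387). CD3E was at 1.08 ± 1.75 CPM in CC and 19.5 ± 41.9 in MEM. Within the shared naming style, where 7 could be tested, edgeR called 0, with 3 higher and 1 lower at an unadjusted p under 0.05 and a median of 1.31. The markers summed to 1389 CPM in 1 memory library, against 83.9 to 354 in the others, so the rise may rest largely on it. MEM replicate 2, with the highest T cell receptor share (0.0904% of counts), is not of the shared style. The lost calls thus need not follow the style. NK cell markers were higher in 4 of 6, with a median of 3.66 (camera adjusted p = 0.0247, adjusted p = 0.495 with an estimated correlation), and in 1 of 4 within the shared style (3 adjusted over the list alone).

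Among the largest rises of coding genes were those of SIGLEC6, from 0.141 ± 0.272 to 13.4 ± 8.44 CPM, AHNAK, a large scaffold protein, from 10.4 ± 11.4 to 484 ± 185, CCR1 (log2 5.22, SE 0.56) and TBC1D9, from 2.41 ± 2.68 to 87.5 ± 41.9. ACTN2 fell from 21.3 ± 9.71 to 2.53 ± 1.39 CPM and the thyroid hormone receptor gene THRB from 9.3 ± 3.38 to 1.35 ± 0.908. BCSlncRNA_067034, which had nearly vanished in the germinal center, was at 0.0675 ± 0.0709 CPM in CC and 26.7 ± 19.3 in MEM (log2 8.21, SE 0.57). BCSlncRNA_050879, inside the coding gene MAML3 on chromosome 4, fell from 81.5 ± 40.4 to 13.1 ± 5.12 CPM. CNTN6 fell by 2.99 on the log2 scale, but without CC replicate 3 its change was −2.51 with an adjusted p of 0.0176 in edgeR, over the threshold of 0.01. The same library decided BCSlncRNA_046931, which had an adjusted p of 0.0233 without it.

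Tonsillar plasma cells were compared with centrocytes to describe the other exit. The secretory programme rose as a whole: 17 of 18 plasma cell genes were higher, with a median of 3.99, and the list passed camera at the preset correlation (adjusted p = 2.79e-22) and with an estimated one (adjusted p = 0.0472). XBP1, the transcription factor of the secretory apparatus, rose from 157 ± 81 CPM (n = 7) to 3000.2 ± 109.9 (n = 5), and JCHAIN, the joining chain of polymeric antibody, from 534 ± 415 to 25670.5 ± 7248. Endoplasmic reticulum genes rose in 16 of 23 with all 23 positive and a median of 2.24 (camera adjusted p = 2.05e-20, adjusted p = 0.09 with an estimated correlation), with HSPA5 at 652 ± 146 in CC and 2946 ± 1299 in TPC. All 13 immunoglobulin constant regions rose, with a median of 5.51 (camera adjusted p = 2.08e-06, adjusted p = 0.0816 with an estimated correlation).

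B cell identity and division receded. Of 16 B cell receptor and identity genes, 8 fell and CD79A rose (log2 1.96, SE 0.17), with a median of −1.55 (camera adjusted p = 1.18e-08, adjusted p = 0.195 with an estimated correlation). MS4A1, which encodes CD20, fell from 3812 ± 651 to 369 ± 97.2 CPM, and PAX5, the B lineage factor, from 965 ± 110.2 to 155 ± 26.4. Proliferation genes were lower in 26 of 29, with a median of −2.63 (camera adjusted p = 1.02e-13, adjusted p = 0.307 with an estimated correlation). Germinal center genes were lower in 8 of 18, with a median of −1.33 (camera adjusted p = 5.07e-05, adjusted p = 0.412 with an estimated correlation), and MHC class II genes in 4 of 10, with a median of −1.25 (camera adjusted p = 0.00129, adjusted p = 0.495 with an estimated correlation). The list of light zone genes fell in 8 of 20 (median −0.92, camera adjusted p = 0.000312, adjusted p = 0.348 with an estimated correlation). Immediate early genes, which also respond to tissue dissociation, rose in 11 of 17, or 12 adjusted over the list alone, with a median of 2.18 (camera adjusted p = 0.000332, adjusted p = 0.526 with an estimated correlation). Within the shared naming style 7 of them rose. Interferon genes split, with 6 of 16 higher, among them IFI6 (log2 3.31, SE 0.32), and 3 lower, among them MX1 (log2 −1.60, SE 0.23).

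DAPK1, a death-associated kinase, rose from 0.751 ± 0.729 to 84.7 ± 22.8 CPM, and DCC was at least 88.9-fold higher in TPC. NEAT1, the scaffold of paraspeckles, rose from 451 ± 159.8 to 2042 ± 476 CPM, while MIR155HG fell from 45.9 ± 8.21 to 11.1 ± 1.99. BCSlncRNA_001678 (chromosome 1, 118238313 to 118239487) was at least 75.1-fold higher in TPC, and BCSlncRNA_058663 near PRDM1 rose again, from 2.73 ± 0.645 to 49.1 ± 13.3 CPM. BCSlncRNA_012389, which lies 36115 bp from LMO2 on chromosome 11, was at least 29.1-fold lower. With library size alone in place of TMM, the median of all genes shifted by −0.48, and 1212 lncRNAs were higher and 2113 lower, against 1660 and 1379 with TMM. Coding genes divided into 894 higher and 2119 lower, against 1369 and 1214.

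Plasma cells of the marrow were compared with those of the tonsil. What the tonsillar cells kept of the B cell and germinal center programmes was lower in the marrow: 10 of 16 B cell receptor and identity genes fell (median −2.13) and 14 of 18 germinal center genes fell (median −3.37). Both lists passed camera at the preset correlation (adjusted p = 4.64e-25 and 6.29e-23) and with an estimated one (adjusted p = 0.0226 and 0.0375). CD22, an inhibitory B cell receptor, fell from 392 ± 61.1 CPM (n = 5) to 4.61 ± 4.52 (n = 3). MHC class II genes fell in 8 of 10, with a median of −3.28 (camera adjusted p = 2.51e-15, adjusted p = 0.0552 with an estimated correlation). HLA-DRA was at 837 ± 97.2 CPM in TPC and 56.5 ± 44.4 in BMPC. Proliferation genes fell in 20 of 29, with a median of −2.27 (camera adjusted p = 5.52e-11, adjusted p = 0.394 with an estimated correlation), and histones in 23 of 31, with a median of −2.04 (camera adjusted p = 5.32e-12, adjusted p = 0.307 with an estimated correlation).

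Of 10 survival genes 3 rose, with a median of 1.05, and this list passed camera at the preset correlation (adjusted p = 0.000263) and with an estimated one (adjusted p = 0.0482). BCL2 rose from 12 ± 2.35 to 298 ± 40.4 CPM, TNFRSF13B from 7.13 ± 2.76 to 106 ± 26.6 and BIRC3 from 247 ± 51.2 to 836 ± 440.3. The plasma cell list itself did not pass camera (median −0.03, mean 0.42, adjusted p = 0.309), although SDC1 rose from 180.2 ± 53.6 to 1277 ± 507 CPM. Light zone genes divided, with NFKBIA, NFKB2, RELB, MYC and CCND2 higher (6 genes adjusted over the list alone) and CD83, CD80, EGR2, BATF and EBI3 lower. KLF2 rose from 88.7 ± 43.2 to 412 ± 77.2 CPM and the scaffold AHNAK from 60.7 ± 23.6 to 5207 ± 518. Markers of other marrow cells rose beside them. All 10 tested myeloid markers were higher, with a median of 5.17 (camera adjusted p = 1.51e-07, adjusted p = 0.135 with an estimated correlation). All 3 megakaryocyte markers were higher, with a median of 6.19 at both correlations (adjusted p = 9.6e-05 and 0.0226), as were both erythroid markers (median 5.92, camera adjusted p = 0.118). S100A9 was at 1.9 ± 0.997 CPM in TPC and 53.8 ± 49.3 in BMPC, and MPO had a count of 0 in TPC and 42.7 ± 36.8 CPM in BMPC, from 1.96 to 73.4 over the 3 libraries. NK cell markers were higher in 2 of 6, with a median of 3.37 (camera adjusted p = 0.0497, adjusted p = 0.526 with an estimated correlation), while T cell markers had a median of 0.51 with 1 of 12 lower (camera adjusted p = 0.742).

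GPRC5D, a surface receptor of plasma cells, was at 37.3 ± 19.1 CPM in BMPC and at least 374-fold lower in TPC, where its count was 0. ZBED2, at 16.1 ± 1.28 CPM in TPC, was at least 96.4-fold lower in BMPC. BCSlncRNA_044578 (chromosome 3, 62860683 to 62874089), opposite to CADPS, was at 85.7 ± 28.9 CPM in TPC and at least 513-fold lower in BMPC. LINC00698, 75014 bp from CADPS, was at 46.8 ± 14 CPM in TPC and at least 280.1-fold lower. CTD-2653D5.1, which lies opposite to SULF2 on chromosome 20, was at least 121-fold higher in BMPC. MIR155HG rose from 11.1 ± 1.99 to 68.2 ± 40.7 CPM. Tissue, naming style and group coincide in BMPC, so they cannot be told apart. Under DESeq2, 1 named lncRNA, BCSlncRNA_006311, lost its call with an adjusted p of 0.362.

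**Figure D4:**
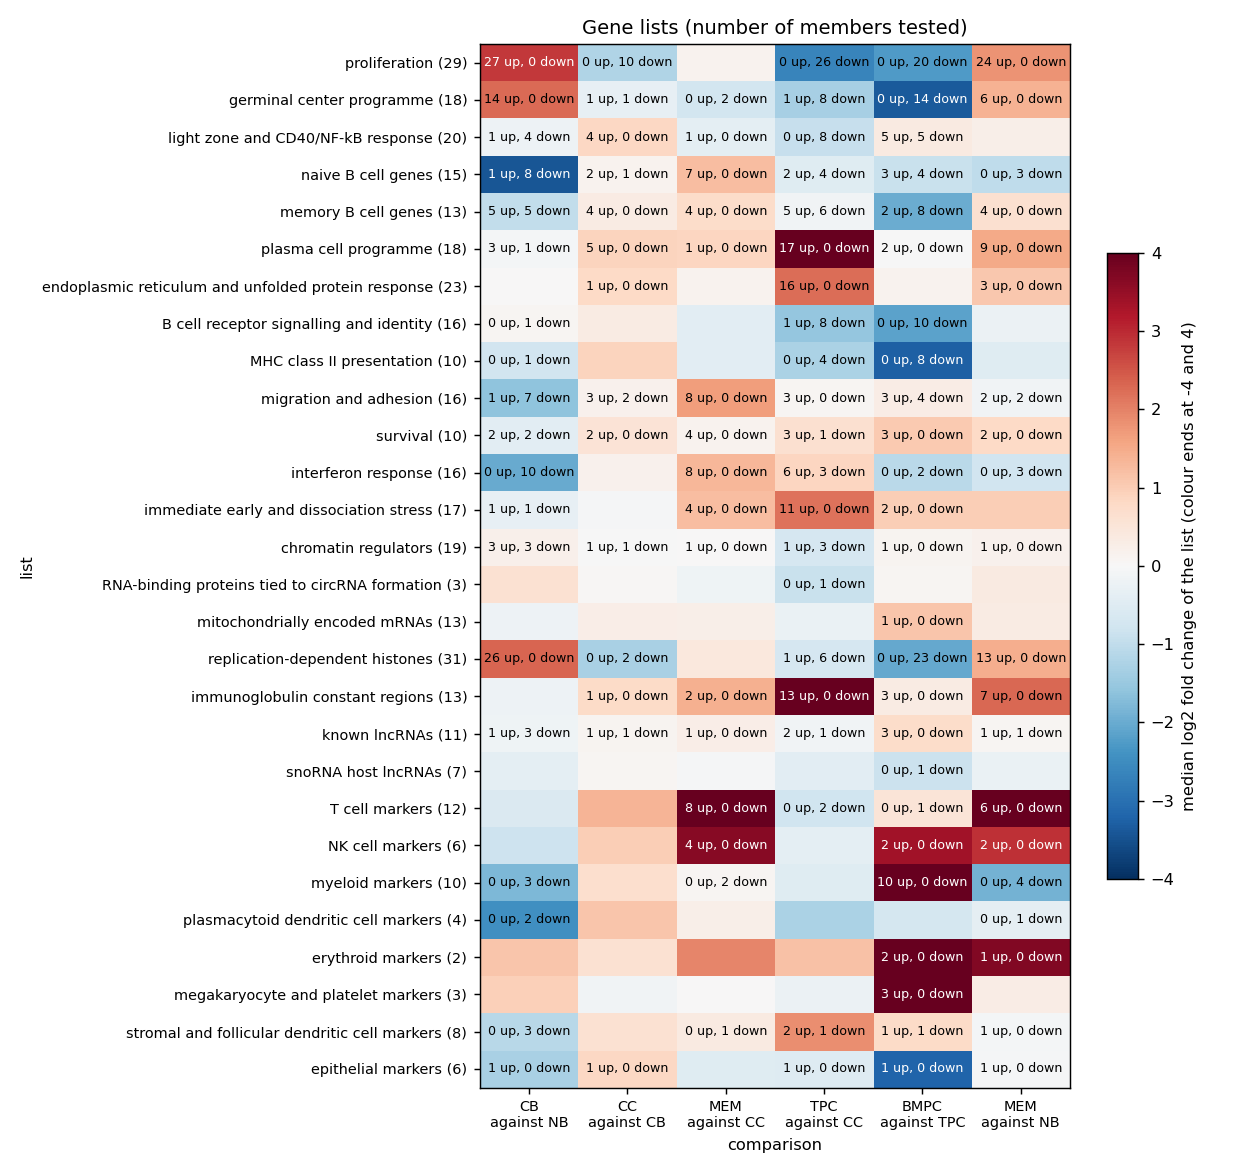
Median log2 fold change of each gene list in each comparison as colour, with the number of members called. Plasma cell genes have a median of 3.99 in TPC against CC, and myeloid markers one of 5.17 in BMPC against TPC.

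Memory and naive cells were compared directly. CD27, the marker that separates their gates, rose by a log2 of 3.15 (SE 0.24). Of 13 memory genes, 4 rose (CD27, AIM2, COCH and RASSF6), with a median of 0.64 (camera adjusted p = 0.0273, adjusted p = 0.495 with an estimated correlation). Naive genes were lower in 3 of 15, or 4 adjusted over the list alone, with a median of −1.02 (camera adjusted p = 1.51e-07, adjusted p = 0.0816 with an estimated correlation). S1PR1 was at 144 ± 49.9 CPM in NB (n = 5) and 21.7 ± 9.16 in MEM (n = 8). In the shared-style libraries 4 naive genes were lower and 3 memory genes higher, with medians of −0.82 and 0.30.

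Several other lists had few calls or none within the shared naming style. Proliferation genes were higher in MEM in 24 of 29, with a median of 1.79 (camera adjusted p = 1.18e-21, adjusted p = 0.191 with an estimated correlation), and germinal center genes in 6 of 18, with a median of 1.40 (camera adjusted p = 5.52e-11, adjusted p = 0.191 with an estimated correlation). Within the shared style edgeR called 0 of the 29 and 0 of the 18, with 27 and 15 higher at an unadjusted p under 0.05. Their medians there were 1.21 (camera adjusted p = 4.87e-17, adjusted p = 0.209 with an estimated correlation) and 0.90 (camera adjusted p = 3.82e-09, adjusted p = 0.207 with an estimated correlation). Plasma cell genes rose in 9 of 18 with a median of 1.52 (camera adjusted p = 1.27e-11, adjusted p = 0.191 with an estimated correlation), and in 1 within the shared style (7 adjusted over the list alone), where all 18 were positive with a median of 1.33 (camera adjusted p = 1.48e-15, adjusted p = 0.115 with an estimated correlation). Histones rose in 13 of 31 with a median of 1.47 (camera adjusted p = 3.82e-12, adjusted p = 0.307 with an estimated correlation), and in 1 within the shared style, with a median of 0.78 there. T cell markers were higher in 6 of 12, or 9 adjusted over the list alone, with a median of 4.32 (camera adjusted p = 0.218). In the shared style edgeR called 0 of 7 (2 lower adjusted over the list alone), with 2 higher and 2 lower at an unadjusted p under 0.05 and a median of 0.27. MEM replicate 2, with the highest T cell receptor share of the memory libraries (0.0904% of counts), is not of that style. The lost calls of T cell markers thus need not follow the style. Interferon genes were lower in 3 of 16, or 4 adjusted over the list alone (median −0.77, camera adjusted p = 0.000229, adjusted p = 0.342 with an estimated correlation), and in the shared style edgeR called 0 of them (1 lower adjusted over the list alone), with 4 lower at an unadjusted p under 0.05 and a median of −0.48. Myeloid markers were lower beside them in 4 of 10, with a median of −1.90 (camera adjusted p = 0.015, adjusted p = 0.495 with an estimated correlation). Within the shared style 3 of 8 myeloid markers were lower, or 8 adjusted over the list alone, with a median of −3.11 (camera adjusted p = 5.39e-13, adjusted p = 0.0021 with an estimated correlation).

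AQP3, a water and glycerol channel, rose from 1.07 ± 0.515 to 11.1 ± 6.33 CPM. RHOBTB1 fell from 5.32 ± 3.06 to 0.105 ± 0.0926 CPM and KCNG1 fell by 5.42 on the log2 scale (SE 0.48). TCF7, which T cells also express, was at 3.78 ± 1.5 CPM in NB and 52.7 ± 99.9 in MEM, and its call was lost in 4 alternatives. BCSlncRNA_030522 (chromosome 18, 8674414 to 8696967) rose from 0.576 ± 0.262 to 9.48 ± 5.61 CPM. BCSlncRNA_052259, 9610 bp from LIX1 on chromosome 5, fell from 19.8 ± 8.4 to 0.972 ± 0.527 CPM. Leaving out NB replicate 1 lowered the called coding genes from 919 to 565 and the lncRNAs from 892 to 563, and leaving out NB replicate 2 lowered the lncRNAs to 509.

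Antibody genes were also measured as a share of each library. Immunoglobulin took 0.664 ± 0.182% of counts in NB, 0.356 ± 0.084% in CB, 0.764 ± 0.707% in CC and 1.80 ± 0.909% in MEM, against 26.3 ± 1.89% in TPC and 28.1 ± 3.03% in BMPC. By exact two-sided permutation tests, TPC differed from CC (p = 0.00126, the smallest possible, adjusted p = 0.00505), CB from NB (p = 0.00253, adjusted p = 0.00505) and MEM from NB (p = 0.0148, adjusted p = 0.0197). The last of these did not pass without NB replicate 1, NB replicate 5 or MEM replicate 8 (exact test, adjusted p = 0.0539, 0.0593 and 0.0505). BMPC and TPC did not pass (exact p = 0.375). Within the shared naming style the exact p was 0.0286 for TPC against CC, 0.0667 for CB against NB and 0.143 for MEM against NB. IGKC, the kappa constant region, had between 0 and 31 counts per library for a reason that is not known, so the shares are lower bounds. IgG made up 90.2 ± 3.31% of heavy chain counts in TPC and 55.3 ± 17.3% in BMPC, where IgA took 32.3 ± 18.3%. In NB, IgM made up 66.8 ± 8.79% and IgG 13.9 ± 8.5%. Whether heavy chain constant regions lost counts unevenly, as IGKC may have, was not tested, and this could move these isotype shares either way.

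By median tau, expression of lncRNAs was less even across groups than that of coding genes, but the sign depended on how levels were matched. The median tau was 0.570 for lncRNAs and 0.233 for coding genes, a difference of 0.337 (bootstrap 95% interval 0.332 to 0.342 over genes, which are not independent replicates). At matched highest level the difference was 0.0991. At matched mean count it was −0.0402, with lncRNAs higher in 3 of 20 bins of level. Counting noise alone gave a difference of 0.172 in a simulation with no change between groups. That simulation had no further spread between libraries, so noise may give more. The values thus do not settle whether lncRNAs are more specific to a stage. At a tau of 0.8 or more were 2886 lncRNAs, of which 31.4% peaked in NB and 24.7% in BMPC, and 448 coding genes, of which 45.1% peaked in BMPC and 30.1% in NB.

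Memory cells were placed between their neighbours by distance over all expressed genes. By lncRNAs they were nearer to CC than to NB: their median distance was 115.2 to CC and 137.6 to NB, a difference of 22.4, with 0 of 8 libraries nearer to NB (exact sign-flip permutation p = 0.0078, the smallest possible, two-sided). By 1 − Pearson in place of distance, 2 of 8 were nearer to NB and the test did not pass (exact permutation p = 0.0547). By coding genes the difference was 10.9, with 3 of 8 nearer to NB (exact permutation p = 0.0938). Within the shared naming style the differences were 2.29 (exact p = 0.625) and −4.58 (exact p = 0.5625). All memory libraries were measured against the same NB and CC libraries, so their differences are not independent. These p-values may thus be too small. NB libraries also lay further from each other than CC libraries did, by the median, and had a lower mean total. Either may lengthen distances to NB, which was not tested. Column codes of memory libraries recur more often in CC than in NB, and their meaning is not known. The distances thus do not settle which group memory cells resemble more.

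Changes on entry to the germinal center turned back in part on exit to memory. The changes of CB against NB and of MEM against CC share no library. They come from one fit, however, and column codes recur across their groups. Across genes, Pearson's r between these log2 changes was −0.554 for 10365 lncRNAs (Spearman's rho −0.507) and −0.493 for 12800 coding genes (rho −0.384). Within the shared naming style r was −0.528 and −0.526. Genes are not independent replicates, so no p is given. Of 1176 coding genes lower in CB, 405 rose again in MEM, where independent calls would give 55.0. Of 1572 lncRNAs lower in CB, 302 rose again, against 57.8. Of the genes higher in CB, 86 of 1613 lncRNAs (34.2 for independent calls) and 28 of 1130 coding genes (6.4) were lower in MEM. These 1130 coding genes turned back little: 56.1% had the opposite sign for MEM against CC, against 89.2% of those lower in CB, and 9 were called higher again.

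Called lncRNAs tended to move with the nearest called coding gene within 250 kb. The share moving the same way was 76.3% of 1552 pairs for CB against NB and 81.3% of 1685 pairs for TPC against CC, where random pairings gave 50.1%. It was 90.4% of 115 pairs for CC against CB (52.0% at random), 95.7% of 184 for MEM against CC (64.6%), 79.7% of 733 for BMPC against TPC (57.2%) and 82.3% of 300 for MEM against NB (51.6%). In each comparison the two-sided permutation p was 0.001, the smallest that 1000 pairings can give. Many lncRNAs shared a nearest coding gene: the 1552 pairs of CB against NB held 758 coding genes, and the 1685 of TPC against CC held 802. Random pairings treat such pairs as independent, so their range is likely too narrow. For CB against NB the share fell from 92.2% at 0 to 5 kb to 64.7% at 100 to 250 kb, and it was 72.9% for pairs on opposite strands. For CC against CB it was 94.4% of 18 pairs and 88.9% of 27 in the same bins. Some parts by distance on opposite strands did not pass, with a permutation adjusted p of 0.164 at 25 to 100 kb and 1 at 100 to 250 kb for MEM against CC. Since the strand setting of the counting step is not known, shared reads of overlapping genes may add to the nearest bin.

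**Figure D5:**
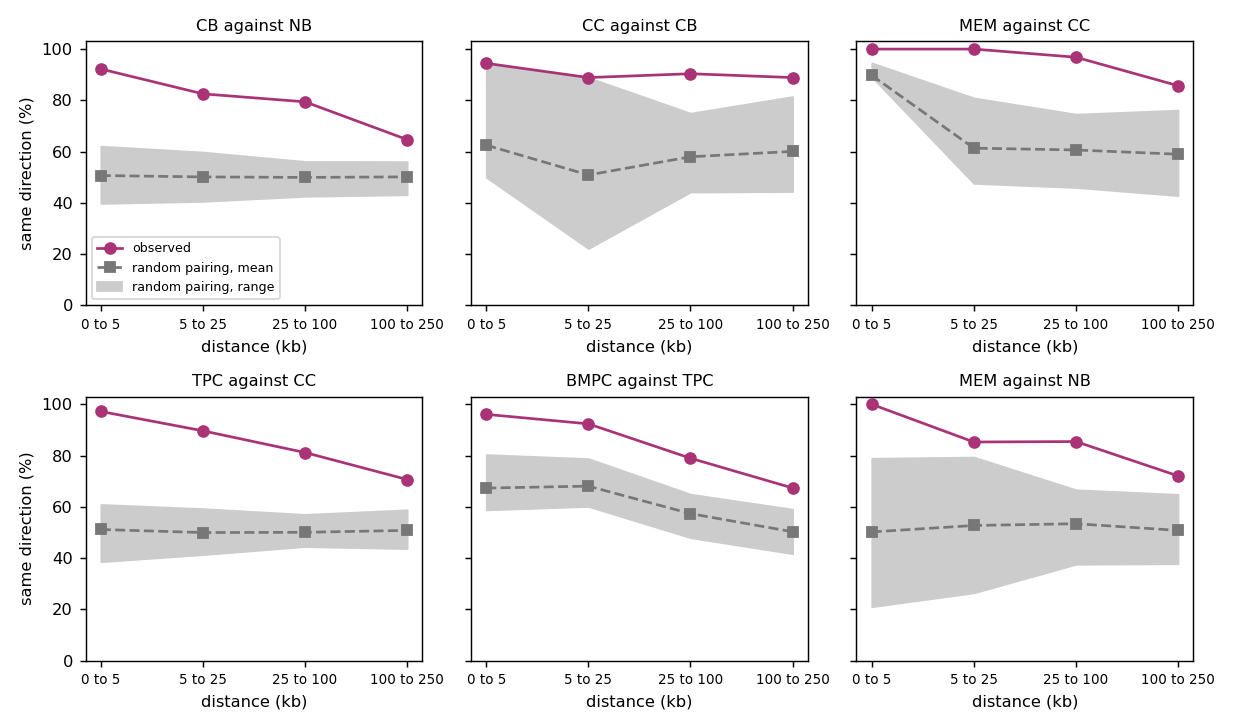
Percent of lncRNA and coding gene pairs that moved in the same direction, by distance in kb, with the mean and range of 1000 random pairings. In TPC against CC the share was 97.2% at 0 to 5 kb and 70.7% at 100 to 250 kb.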

Values the study reported

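The study reported that CD10 expression was 9.7-fold higher in germinal center cells than in naive cells. It counted 10,720 lncRNAs that it assembled and 4845 annotated lncRNAs, and 14,904 expressed coding genes. Between stages, it gave 3719 differentially expressed lncRNAs for naive cells and centroblasts, 508 for centroblasts and centrocytes, 458 for centrocytes and memory cells, 2776 for centrocytes and tonsillar plasma cells, and 1397 for plasma cells of tonsil and marrow. Of the expressed lncRNAs, 57.8% changed during the response.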

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

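The tests of the naming style, of the number of naive libraries, of other marrow cells, of a lower share of plasma cells and of germinal center cells in the memory sort were chosen only after the results had been seen, while the test of the spread between naive libraries and the splits of the libraries were set before.

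Of 110 group values checked over 22 measures, 14 had 1 library far from the others of its group, where chance gives about 5.5. Each was measured as the gap of that library to the nearest one over the whole range of the group. Some measures overlap, such as T cell receptor share and T cell marker sum. The 14 are thus not independent and do not by themselves show an excess. In MEM, 1 library held 0.0904% of its counts in T cell receptor segments, against at most 0.0217% in the others (gap over range 0.812). T cell markers summed to 1389 CPM at their highest in MEM, against 83.9 to 354 (0.793). NK cell markers reached 106 CPM in 1 memory library, against at most 41.9 (0.620). Myeloid markers reached 16.6 CPM there in 1 library, against at most 7.66 (0.639). In CC, 1 library had 0.0085% of counts in T cell receptor segments, against 0.0031% to 0.0051% (0.630), and the T cell marker sum peaked at 265 CPM, against 183 to 212 (0.644). In NB, NK markers reached 8.19 CPM, where the median of the others was 1.72 (0.771). Myeloid markers in NB reached 115 CPM, against at most 33.0 (0.725). CD27 in NB reached 32.9 CPM, against 9.56 to 16.3 (0.711), and IRF4 was lowest at 149 CPM, against 182 to 195 (0.723). In CB, myeloid markers reached 11.3 CPM, against at most 6.45 (0.611), and MME was lowest at 355 CPM, against 616 to 775 (0.621). The proliferation list was lowest in 1 centroblast library at 8074 CPM, against 10143 to 11607 (0.586), and so was the annotated lncRNA share, at 1.62% against 2.36% to 2.90% (0.574).

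Fewer genes were called between memory and naive cells within the shared naming style, 41 lncRNAs against 892 in all libraries. The 892 lncRNAs had a median log2 change, taken in the direction of the call, of 1.87 against the shared-style naive libraries and 2.67 against the others, but they were selected with both kinds in the fit, so this does not show how much stays within the style. The number of naive libraries is argued against as the cause, since each pair of other-style naive libraries still gave at least 722 lncRNAs. The spread within the shared-style naive pair does not decide. Their distance was 113.0, below the highest other-style pair at 119.4 but above the others at 103.6 and 104.7. The shared-style pair also held the naive library with the lowest total, NB replicate 4 at 4406033 counts, and depth was not tested apart. Naive libraries of another style are a candidate explanation, because the lowest ratio of calls with other-style pairs to calls with the shared-style pair was 17.6. Whether that style stands for a batch or for a biological difference between the naive samples was not tested. In a direct contrast of the styles, 1 lncRNA and 5 coding genes differed among naive libraries (2 against 3 libraries). Memory libraries (5 against 3) differed by style as well, with 7 lncRNAs higher, 24 lower and 162 coding genes lower in the shared style.

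Markers of myeloid, erythroid and megakaryocyte cells were higher in BMPC than in TPC, by medians of 5.17, 5.92 and 6.19. A lower share of plasma cells with all other cells unchanged would raise T cell markers alike, but their median was 0.51 (SD 2.03, from −4.67 to 2.52), below the lowest myeloid marker at 3.79. This covers only a mix of other cells that is the same in both sorts. Tonsil cells were sorted as lacking CD3, and the study lists no CD3 antibody for marrow. A lower share of plasma cells with another mix is thus not argued against. NK cell markers did move up, with a median of 3.37 and 2 of 6 called (camera adjusted p = 0.0497), so the argument rests on the T cell markers alone. Other marrow cells in the sort, or their free RNA, cannot be told apart from other differences of the marrow libraries: 100% of the 15 tested members were called higher, but these members are the pattern itself and test nothing further. In BMPC they included S100A9 at 53.8 ± 49.3 CPM, HBB at 46 ± 41.2 and PPBP at 8.52 ± 3.41. A gate on CD38 and CD138 would remove most such cells. The tissue difference itself was not tested apart, because all BMPC libraries come from marrow.

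Proliferation and germinal center genes were higher in memory than in naive cells. Called germinal center genes stood in memory cells a median of 0.298 of the way from NB to CB (14 genes). Proliferation genes stood near that, at 0.347 (27 genes). Germinal center cells in the memory sort may therefore contribute, although the gate on absent CD10 and CD38 would remove them. Transcripts of both markers, MME and CD38, stood in memory cells 0.129 and 0.348 of the way from NB to CB. Centrocytes themselves stood at 0.306 for proliferation genes and 0.6 for germinal center genes. Admixed centrocytes alone would thus not reach the median share of proliferation genes in memory cells. The sort purity that the study reports leaves little room for shares of this size, which argues against admixture as their main source. Dividing memory cells, or a germinal center imprint that persists, would be biological alternatives and were not tested apart. The naming style cannot be told apart as a cause: within the shared style all 5 memory libraries lay above both naive ones in the proliferation score, by 1.07 on average (exact two-sided permutation p = 0.0952, smallest possible 0.0476), against 1.89 in all libraries, and the list passed camera there at the preset correlation but not with an estimated one (adjusted p = 0.209).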

How the results depend on the processing

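The alternatives by naming style were chosen after the data had been seen, and all others before. No paired analysis was possible because the columns carry no replicate number of the labels. Codes recur in column names across the tonsil groups, but no source used here explains them. A fit blocked on them and the alternatives with a replicate block were thus not run, and all libraries were treated as unrelated. If a code stands for a donor, the p-values between tonsil groups ignore that pairing. Replicates are numbered here by column order. Of 276 counts of called genes under other settings, 235 stayed within 1.5 times the value reported. Of 108 named genes, 91 kept their call in every setting that gave them a value and 17 lost it in at least 1, with no change of direction. Genes of BMPC against TPC had no refit by naming style. Under the 24 planned settings, all shares of neighbouring genes moving the same way stayed past their threshold; some smaller parts by distance on opposite strands did not pass, such as 25 to 100 kb in MEM against CC (permutation adjusted p = 0.164). Of 52 immunoglobulin tests 46 kept their side of the threshold, and so did single gene lists in 371 settings, with 64 weaker and 31 stronger. The erythroid and megakaryocyte lists gave no value within the shared naming style, where too few members were testable. Weaker changes were missed in part: in simulated data 75% of genes changed by 2 log2 units were recovered for CB against NB and 68% for BMPC against TPC.

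The counts below are lncRNAs and then coding genes, and where the cause is not given by the construction of a setting, the cause was not tested. With adjusted p under 0.05 and no fold minimum, a looser threshold by construction, they were 5421 and 7636 for CB against NB, 1167 and 3369 for CC against CB, 1555 and 2989 for MEM against CC, 4865 and 8037 for TPC against CC, 3264 and 4857 for BMPC against TPC, and 2823 and 5312 for MEM against NB, and the share of expressed coding genes called at least once was 94.0%. With glmTreat, a stricter test by construction, they were 48 and 119 for CC against CB, 162 and 295 for MEM against CC, 1011 and 1005 for BMPC against TPC and 114 and 149 for MEM against NB, with 1825 lncRNAs for CB against NB and 1902 for TPC against CC. In fits of the 2 groups alone, where libraries and tested genes were both fewer, lncRNAs numbered 2039 for CB against NB, 218 for CC against CB, 290 for MEM against CC (446 coding genes), 1795 for TPC against CC, 1085 for BMPC against TPC and 441 for MEM against NB (595 coding genes).

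Within the shared naming style lncRNAs numbered 1218 for CB against NB, 179 for CC against CB, 339 for MEM against CC and 41 for MEM against NB (134 coding genes). Differences in immunoglobulin share there were 26.1 points for TPC against CC, −0.214 for CB against NB and 0.687 for MEM against NB, none past the threshold, which so few libraries could not reach after adjustment. With style as a term, 1463 lncRNAs were called for CB against NB, and 53 lncRNAs and 129 coding genes for MEM against NB. Leaving out 1 library in turn gave 509 to 981 lncRNAs and 565 to 1059 coding genes for MEM against NB, and an immunoglobulin difference of 0.956 to 1.28 points, with adjusted p of 0.0539 without NB replicate 1, 0.0593 without NB replicate 5 and 0.0505 without MEM replicate 8.

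The distance of memory cells to NB minus that to CC reversed for coding genes within the shared style (−4.58) and over the most variable 10% (−2.09), and was 2.29 for lncRNAs within that style. By 1 − Pearson it was 0.0487 for lncRNAs (exact permutation p = 0.0547) and 0.0181 for coding genes (exact permutation p = 0.0312). The tau difference reversed to −0.0402 at matched mean count. A CPM rule in place of TPM gave 9668 expressed lncRNAs and 12711 coding genes. With an estimated correlation, 6 of the 168 list tests passed, against 66.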

Other observations

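The test within the shared naming style was chosen only after the data had been seen, and no other test in this part was. The lncRNAs that the study picked for PCR are given as levels alone.

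Of 19 chromatin regulators, EZH2, DNMT1 and DNMT3B were higher in CB than in NB, and DNMT3A, TET2 and TET3 were lower, and the list did not pass camera (median 0.20, adjusted p = 0.277). DNMT3B, a de novo methyltransferase, was at 1.17 ± 0.705 CPM in NB (n = 5) and 22.9 ± 4.19 in CB (n = 7), while its relative DNMT3A went from 56.5 ± 15.3 to 0.834 ± 0.391. In TPC against CC, chromatin regulators had a median of −0.66, with 3 lower and 1 higher (camera adjusted p = 0.00101, adjusted p = 0.191 with an estimated correlation). Of the RNA-binding proteins tied to circRNA formation, DHX9, an RNA helicase, fell from 458 ± 24.4 CPM in CC to 159 ± 17 in TPC, while ADAR was at 438 ± 36.9 and 386 ± 19.5 and HNRNPL at 305 ± 41.5 and 163 ± 23.5. Their median was −0.90 (camera adjusted p = 0.0364, adjusted p = 0.27 with an estimated correlation), and −0.79 within the shared naming style, where the list did not pass (camera adjusted p = 0.101). Mitochondrially encoded mRNAs were positive for BMPC against TPC in 13 of 13, with a median of 1.11 and 1 called (camera adjusted p = 9.43e-05, adjusted p = 0.394 with an estimated correlation). The 7 snoRNA host lncRNAs had a median of −0.86 in that comparison, with 1 lower (camera adjusted p = 0.0435, adjusted p = 0.495 with an estimated correlation).

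Of 11 known lncRNAs, MIR155HG, CRNDE and LINC00494 were higher in BMPC than in TPC, with a list median of 0.74 (camera adjusted p = 0.0527, fry adjusted p = 6.5e-06). MALAT1 was the most abundant of them, at 9682 CPM in CB and 32271 in BMPC. Of 4 plasmacytoid dendritic cell markers 2 were lower in CB than in NB, with a median of −2.47 (camera adjusted p = 0.258). Of 8 stromal markers 3 were lower in CB than in NB, or 2 adjusted over the list alone (median −1.10), and CXCL12 was at 0.083 ± 0.116 CPM in TPC and 16 ± 3.01 in BMPC. Of 6 epithelial markers, 1 was higher in CB than in NB (median −1.29, camera adjusted p = 0.929). Among lncRNAs that the study chose from these samples, whose direction here is thus not independent evidence, BCSlncRNA_061548 was at 1.63 ± 0.743 CPM in NB and 9.41 ± 5.25 in CB. BCSlncRNA_067997 was at 2.7 ± 0.862 CPM in CB and 0.407 ± 0.3 in CC, and RP11-80H8.3 at 0.0751 ± 0.0787 in CC and 1.53 ± 0.478 in TPC. BCSlncRNA_063127 was at 2.01 ± 1.67 CPM in CC and at least 20.2-fold lower in TPC.

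Other splits of the libraries tested whether chance could give as many called genes. For CB against NB, 50 splits were run of the 792 possible, the real one included. The real split gave 3185 lncRNAs and 2306 coding genes, and the highest other gave 910 and 801. For CC against CB, 50 splits of 1716 were run (378 and 431, highest other 39 and 54). For MEM against CC it was 50 of 6435 (601 and 671, highest other 178 and 353). For TPC against CC it was 50 of 792 (3039 and 2583, highest other 531 and 572). For MEM against NB it was 50 of 1287 (892 and 919, highest other 311 and 175). For BMPC against TPC all 56 splits were run (1876 and 1589, highest other 51 and 106). In each case the real split was the 1 with the most genes. This argues against chance, but so few splits cannot exclude it. Mixed splits also put both cell types in each group, which widens the spread. The splits do not separate cell type from naming style.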
